A study of Danio rerio with 9 samples. Its data were reported in "MicroRNA-146 function in the innate immune transcriptome response of zebrafish embryos to Salmonella typhimurium infection" (2013).

How the data were processed

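miRNA levels were measured in zebrafish on custom 8×15k Agilent arrays by dual-colour hybridisation. RNA from infected embryos or adults carried Hy3 (green) and RNA from PBS-injected controls carried Hy5 (red) on all 9 arrays. The design has 15744 features per array, of which 15208 are probe spots, 459 are positive control spots and 77 are negative control spots. It holds 7604 probes of 60 bases, each on 2 spots. A probe carries a 22-base stretch antisense to its target, in 2 copies with a spacer after each. The 546 probes for known miRNAs have 411 distinct sequences, and the 7058 probes for predicted hairpins have 3791. The suffixes l and r in the design's names mark the left (5′) and right (3′) arm of the hairpin. The array design names an old zebrafish genome build that differs from the annotation at hand, so that no coordinates are given, and probe names are those of the design.

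The authors scanned each array at a pair of settings and processed the images with Agilent Feature Extraction. Per the file headers, 3 versions were in use: 9.5.1.1 for the a arrays of the embryos on slide 1, 10.5.1.1 for their b arrays and adult replicate 3 on slide 2, and 9.5.3.1 for adult replicates 1 and 2 on slide 3. The methods name the last one. For each spot the deposited files give the raw intensity of both channels with their local background, a processed intensity after background subtraction, detrending and dye normalization within the array, and a log10 ratio of red over green with its error. The software sets the log10 ratio to exactly 0 where neither channel is usable, which holds for 31.5% to 57.4% of the probe spots per array. Such spots count as 0 in a probe's mean. The deposited series matrix holds the same log10 ratios with their sign turned by the authors, to within 5.00e-06 on 8 arrays. The file of the a array of embryo replicate 1 had been altered by a spreadsheet program. Its ratios were therefore taken from the series matrix, which matched the 3 digits left in the file at 15744 of 15744 features. In the same file 11413 raw intensity cells had been turned into calendar entries and were read back, and 99.9% of the medians so obtained lay within 1.5-fold of the mean signal. No column of per-sample values was left unused. The authors combined replicates with an error model of another program, which was not used here.

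The log2 ratio of infected over control was computed as minus the log10 ratio divided by log10 of 2. Spots with a non-uniformity flag in either channel were left out, control spots were left out, and the 2 spots of a probe were averaged. The a and b arrays of one embryo replicate come from the same RNA extracts and were averaged, so that n = 3 in both groups. A probe was tested in a comparison if it was well above background in the same channel in every biological replicate, on at least 1 spot. Means over the replicates were compared with 0, and adults with embryos, by limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with statmod 1.5.0. The embryo and adult comparisons were fitted apart. A probe was called at a Benjamini-Hochberg adjusted p under 0.05. For known miRNA probes the adjustment was over those tested, and the count adjusted over all probes is given beside it. For predicted hairpins it was over all probes tested. The overlap of calls was tested with Fisher's exact test. The fits were tested on simulated ratios with 200 changed probes and the spread of the real arrays. Among 2014 simulated embryo probes 86.2% of the log2 changes of size 1 and 98.0% of those of size 2 were called, and among 3025 simulated adult probes 47.8% and 90.9%. The simulated probes were independent, with no slide effect and no ratios set to 0. The real embryo arrays gave far fewer calls than the 200 changes set here, which makes the adjusted threshold stricter. These shares are therefore not the power of the embryo comparison. Figures were drawn with Matplotlib 3.10.9 in Python 3.11.15.

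The groups, the tests, most alternatives and the rule for the miRNAs named were set before the data were examined. The rule took a list of miRNAs that the study names from its arrays or from earlier work (miR-9, miR-21, miR-29a, miR-29b, miR-122, miR-132, miR-146a, miR-146b, miR-147, miR-155, miR-194 and miR-222, while miR-98 was not on it and was not analysed here), the let-7 family as a summary, and the 5 highest and 5 lowest called probes of each comparison with the same sign in every replicate. Of several probes for one miRNA arm with the same direction and the same call, the one with the highest mean signal is given. The alternatives were normexp background correction of the raw medians (offset 50) with loess within each array, centring of each array on its median, no filter on dim probes, a filter for both channels above background on all arrays, flagged spots kept, the series matrix, the a or the b arrays alone, all embryo arrays with the replicate as a random effect, leaving out each replicate, adjustment over all probes, one fit of both groups, a 1.5-fold minimum, an intensity trend with a robust prior, slide as a block, a replicate block, and the thresholds of the methods (1.5-fold and an unadjusted p of at most 0.0001). For the last one, means over arrays weighted by the deposited error of each log10 ratio stood in for the program of the methods. The p values of that alternative rest on this error alone, with a and b arrays counted as separate, and not on the spread between replicates. The normexp offset is added to both channels and pulls the ratios of dim spots toward 0. Dropping the filter on dim probes leaves each ratio as it was, and changes only the list tested and the spread limma shares over it.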

Results

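MicroRNAs (miRNAs) are short RNAs of about the length of the probes' target stretches, each released from the left (5′) or the right (3′) arm of a hairpin precursor. Their levels were measured with a custom 8×15k Agilent array of the zebrafish under a pair of infection conditions. Embryos were injected at 28 hours post fertilization with 200 to 250 colony forming units (CFU) of Salmonella typhimurium and collected at 8 hours post infection (hpi), in pools of 20 to 40 embryos. Adult fish were infected with 10000 CFU of Mycobacterium marinum and sampled one by one at 6 days post infection (dpi). On every array RNA from infected animals, labelled with the dye Hy3, was hybridised together with RNA from animals injected with phosphate-buffered saline (PBS), labelled with Hy5. Each value below is therefore a log2 ratio of infected over PBS control. The embryo group held 3 biological replicates, each hybridised on an a and a b array, which gave 6 arrays. The adult group held 3 biological replicates on 3 arrays. The dyes were not swapped, so that any preference of a probe for one dye is part of its ratio.

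The array held 7604 probes in duplicate. Of these, 546 probes were for known miRNAs and 7058 were for predicted hairpins. The share of spots well above background limited which probes could be measured. In embryos 16.1% to 27.8% of the 15208 spots were well above background in the infected channel, and 11.7% to 28.1% in the control channel. In adults these shares were 24.5% to 29.6% in the infected channel and 39.4% to 45.3% in the control channel. Of the spots for known miRNAs in the infected channel, 52.9% to 68.6% were well above background in embryos and 69.9% to 76.2% in adults. No spot was saturated. The number of arrays and these shares limit the precision of every value.

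The embryo arrays were grouped by slide more than by biological replicate. Spearman rho of the log2 ratios across the 385 known miRNA probes tested in embryos averaged 0.49 (0.20 to 0.74, 6 pairs of arrays) for arrays on the same slide. It averaged 0.08 (-0.05 to 0.32, 3 pairs) for the a and b arrays of the same RNA extracts. Arrays sharing neither gave 0.09 (6 pairs). The 3 adult arrays, on slides 2 and 3, correlated at 0.55 to 0.71 over 357 probes. These correlations are across probes, which are not independent replicates. Embryo values are given below as the mean of the a and b arrays, with the values by slide where they bear on a call.

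**Figure D1:**
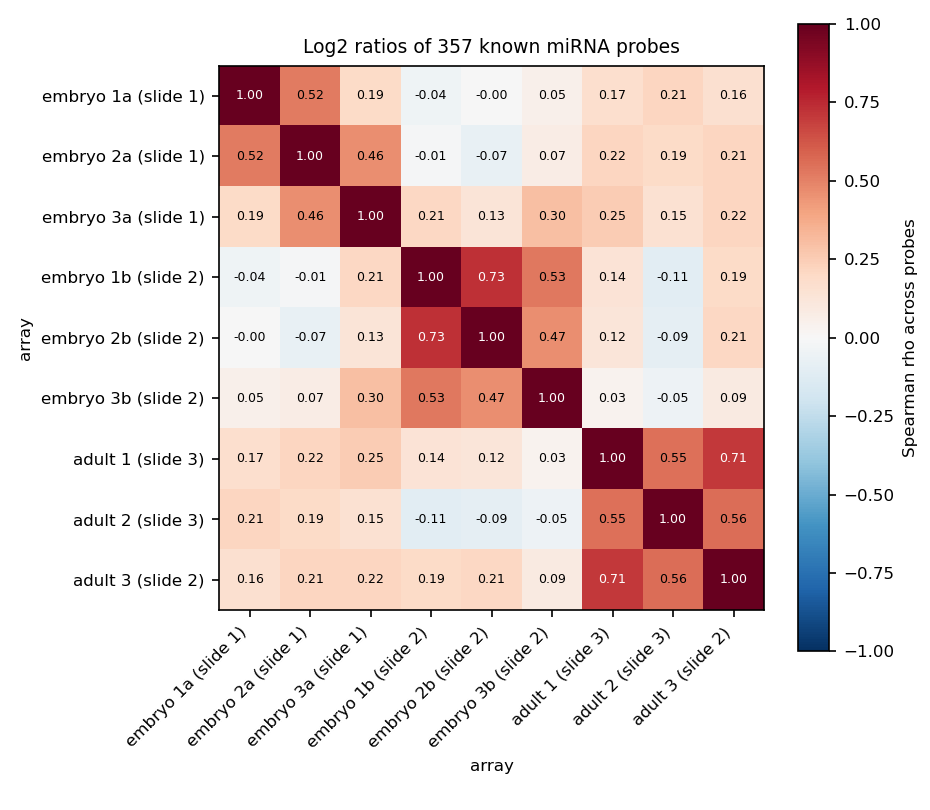
Spearman correlation, array against array, of log2 ratios (infected over PBS) across the 357 known miRNA probes tested in both comparisons, with colour from -1 to 1 and each rho printed in its cell. Pairs of embryo arrays on the same slide have rho from 0.19 to 0.73 and pairs across slides from -0.07 to 0.30, with the overlap due to the a array of replicate 3, and the 3 adult arrays have rho from 0.55 to 0.71.

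To ask which miRNAs change in embryos at 8 hpi, the ratios of the 385 known miRNA probes tested were compared with 0. At a Benjamini-Hochberg adjusted p under 0.05 in limma, adjusted over the list alone, 3 probes were called, and all were higher in infected embryos. Adjusted over all probes tested, 1 of them was called. The median SD between biological replicates was 0.19. Each embryo replicate averages an a and a b array, which lay on different slides. A slide difference shared by all replicates therefore does not enter this SD or the limma p values. Without adjustment, 48 probes had a p under 0.05 (31 higher, 17 lower), where 19.25 would be expected by chance. The alternative that moved the count by the most probes was normexp background correction with loess normalization, which called 58 probes (36 higher, 22 lower).

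The probe for the left arm of miR-146a, the mature miRNA (target TGAGAACTGAATTCCATAGATG), had a log2 ratio of 2.33 ± 0.22 (SD, n = 3) with a limma adjusted p of 0.0061. Its ratio was 2.70 on the a arrays and 1.95 on the b arrays. For the right arm of miR-21-1, the star sequence of miR-21 (target CGACAACAGTCTGTAGGCTGTC), the ratio was 1.90 ± 0.40 (SD, n = 3, adjusted p 0.030), with 2.31 on the a arrays and 1.49 on the b arrays. A ratio of 3.46 ± 1.02 (SD, n = 3, adjusted p 0.037) was found for the right arm of miR-135a (target CATGTAGGGATACAAGCCACTA), with 3.46 on the arrays of either slide. All 3 were higher in 3 of 3 replicates. The control channel of these probes was well above background on 4 of the 6 arrays for miR-146a and on 3 of the 6 for miR-21-1 and miR-135a. With normexp and loess all 3 were again called, with ratios of 0.98 for miR-146a, 0.45 for miR-21-1 and 1.20 for miR-135a. All 3 lost the call with no filter on dim probes, on the b arrays alone, and without embryo replicate 1 or replicate 3. With no filter their ratios were unchanged, and only the list tested and the spread shared over it differed. Without replicate 1 no known probe was called in limma and 19 had an unadjusted p under 0.05, and without replicate 3 none was called and 49 had one.

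In adults at 6 dpi 469 known miRNA probes were tested. Of these, 37 were called, 21 higher and 16 lower in infected fish, adjusted over the list alone. They covered 33 miRNA arms, 18 higher and 15 lower. Adjusted over all probes tested, 71 were called (36 higher, 35 lower). The median SD between replicates was 0.20. Of the alternatives, adjustment over all probes moved the count by the most probes. Without adult replicate 2 there were 8 calls and without replicate 3 there were 9.

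The highest ratios among the called probes were those of miR-223, miR-21 and miR-146. For the left arm of miR-223 (target AGAGTATTTGACAGACTGTGGT) the log2 ratio was 3.88 ± 0.39 (SD, n = 3). It was 3.06 ± 0.14 for the right arm of miR-21-1, 2.59 ± 0.15 for the right arm of miR-146a, 2.52 ± 0.11 for the left arm of miR-146b-1 and 2.45 ± 0.06 for the left arm of miR-146a (SD, n = 3 each). Each of these 5 had a limma adjusted p of 0.0015. With normexp and loess all 5 were still called, but their order changed. The ratio was then 1.91 for the left arm of miR-223, 2.52 for miR-21-1 and 0.75 for the right arm of miR-146a. It was 2.49 for miR-146b-1 and 2.41 for the left arm of miR-146a. In infected adults the left arm of miR-489 was at -2.82 ± 0.66 (SD, n = 3, limma adjusted p 0.013), with the infected channel well above background on 2 of the 3 arrays. With normexp and loess the miR-489 ratio was -1.10 and was still called, so that its size is not exact. Lower ratios were also found for the left arm of miR-128-2, at -2.11 ± 0.25 (SD, n = 3, adjusted p 0.0051), and for the right arm of miR-730, at -1.35 ± 0.41 (SD, n = 3, adjusted p 0.028). Also called lower were the left arm of miR-461 (adjusted p 0.013) and the right arm of miR-181c (adjusted p 0.019). Their infected channel was not well above background on any adult array, so that their ratios are not exact. For miR-181c a bound of at least 1.37-fold lower was obtained. It sets the control channel against the higher of the probe's own signal and the weakest signal well above background, after normexp, loess and Aquantile normalization, and is open to dye bias. The probe's own signal was the higher on all 3 arrays, so that the bound equals the ratio with normexp and loess (adjusted p 0.046) and holds only as far as a signal not well above background stands as an upper limit. For miR-461 that ratio was not past the threshold (adjusted p 0.081), and no fold is given. With no filter on dim probes the calls of miR-489, miR-461, miR-181c and miR-730 were lost. Those of miR-489 and miR-730 were also lost without adult replicate 2 and without replicate 3, that of miR-181c without replicate 2, and that of miR-461 without replicate 3 and with normexp and loess.

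Predicted hairpins were tested with 1629 probes in embryos and 2556 in adults, adjusted over all probes tested. In embryos 1 probe was called. It was a probe for the left arm of the predicted hairpin sblock66781_C3_l, named here because it was the only call and so chosen after its values were seen, with a log2 ratio of -2.22 ± 0.10 (SD, n = 3, limma adjusted p 0.016). A second probe of the same name was at 0.01 ± 0.64 (SD, n = 3, adjusted p 0.99). The call was lost on the a or the b arrays alone, with no filter on dim probes, and without embryo replicate 1 or 3. The most different alternative, the thresholds of the methods on error-weighted means, called 94 probes (38 higher, 56 lower). In adults 964 probes were called, 223 higher and 741 lower, from 574 distinct sequences (136 higher, 438 lower). The infected channel was not well above background on any array for 373 of the 741 lower probes, while the control channel was for 221 of the 223 higher probes on all arrays. When only probes well above background in both channels on all arrays were tested, 293 were higher and 302 lower. With no filter on dim probes 121 were called (27 higher, 94 lower). Without adult replicate 2 there were 526 calls (68 higher, 458 lower) and without replicate 3 there were 483 (78 higher, 405 lower).

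The next comparison asked which miRNAs respond under both infection conditions. Of the 357 known miRNA probes tested in both, 3 were called in embryos and 20 in adults, and 2 were called in both, the left arm of miR-146a and the right arm of miR-21-1, higher each time. An overlap of this size had a two-sided Fisher's exact p of 0.0087. Without embryo replicate 1 or replicate 3 no probe was called in both, since none was called in embryos. Infected RNA carried the same dye in both comparisons, so a dye preference of a probe falls into this overlap. Across the 357 probes the embryo and adult mean ratios had a Spearman rho of 0.24 (SD of 0.08 over the 9 pairs of an embryo with an adult replicate), and 47.6% of the probes had the same sign. Among the miRNAs that the study names as raised in both, the left arm of miR-146b-1 was at 1.51 ± 0.46 in embryos (SD, n = 3, limma adjusted p 0.067), higher in 3 of 3 replicates but not past the threshold. The ratio of mature miR-21, the left arm of miR-21-2 (target TAGCTTATCAGACTGGTGTTGG), was 0.65 ± 0.15 in embryos (adjusted p 0.14) and 1.37 ± 0.17 in adults (adjusted p 0.013, SD, n = 3 each). Its adult call was lost without adult replicate 2 and without replicate 3. Mature miR-29a, the right arm of miR-29a-2, was at 0.62 ± 0.23 in embryos (adjusted p 0.23) and 0.54 ± 0.23 in adults (adjusted p 0.13), and mature miR-29b, the right arm of miR-29b-2, at 0.62 ± 0.19 (adjusted p 0.20) and 0.49 ± 0.14 (adjusted p 0.12), higher in 3 of 3 replicates each (SD, n = 3). With normexp and loess, the embryo ratios of all 4 of these probes passed the threshold, at 0.83 for miR-146b, 0.55 for miR-21, 0.25 for miR-29a and 0.33 for miR-29b, and so did the adult ratios of miR-29a (0.52) and miR-29b (0.47). Those of miR-146b-1 and miR-21-2 in embryos also passed it with each array centred (adjusted p 0.0075 and 0.031) and when only probes above background in both channels on all arrays were tested (0.017 and 0.034), and over the alternatives run for single probes their adjusted p ranged from 0.00014 to 0.44 and from 0.0016 to 0.73. That of miR-146b-1 passed it without embryo replicate 2 as well, and that of miR-29b-2 on the a arrays alone (0.86), while it was 0.37 on the b arrays alone (adjusted p 0.38) and 0.38 with flagged spots kept (adjusted p 0.51). The left arm of miR-29a-2, opposite mature miR-29a, was at 0.76 ± 0.15 in adults (SD, n = 3, adjusted p 0.051) and was not called, but it was with centring and with both channels above background. Left arms of other miR-29 hairpins were called in adults, at 1.13 ± 0.06 for miR-29a-1 (adjusted p 0.015) and 1.00 ± 0.21 for miR-29b-1 (adjusted p 0.028, SD, n = 3 each), while their probes were too dim to be tested in embryos. The first call was lost without adult replicate 2 or 3, and the second without any one of the 3 replicates, with normexp and loess and with no filter on dim probes. A left arm of another miR-29b hairpin, miR-29b-3, chosen after its values were seen, was at 2.44 ± 0.10 in adults (SD, n = 3, adjusted p 0.0015). With normexp and loess that arm was at 0.77, so that its size depends on the background correction.

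**Figure D2:**
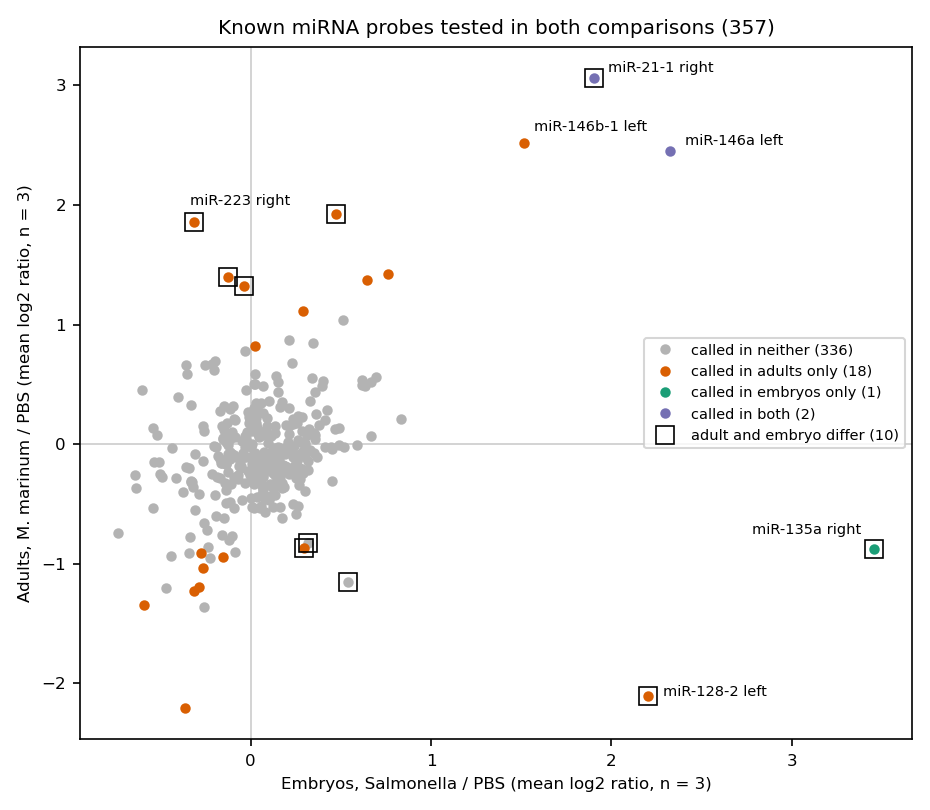
Mean log2 ratio (infected over PBS, n = 3 biological replicates) in adults with M. marinum against embryos with Salmonella, one point per known miRNA probe tested in both (357), where colours mark calls at a limma adjusted p under 0.05 and squares mark the 10 probes whose ratios differed between adults and embryos. The left arm of miR-146a and the right arm of miR-21-1 are the 2 probes called in both, and the right arm of miR-135a lies far to the right with a ratio of 3.46 in embryos, while its infected channel was not well above background in adults.

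Whether the response differed between adults and embryos was tested directly on the 357 probes. In limma 10 probes differed, 5 with a higher and 5 with a lower ratio in adults, adjusted over the list alone. Adjusted over all probes tested, 28 differed (16 higher, 12 lower). Adult ratios were higher for the right arms of miR-223 (by 2.17), miR-146b-1 (1.52), miR-21-2 (1.45), miR-731 (1.36) and miR-21-1 (1.16). They were lower for the right arm of miR-135a (adult minus embryo -4.33, limma adjusted p 0.0036), the left arms of miR-128-2 (-4.31, adjusted p 0.0036) and miR-124-6 (-1.70), and both probes for the left arm of miR-217-1 (-1.16 and -1.15). Of these, the right arm of miR-223, miR-731, miR-124-6 and miR-217-1 were chosen after their values were seen. In embryos miR-128-2 (target CAGGGGGCCGTTTCTACTGTCA) was at 2.20 ± 1.02 (SD, n = 3) and not called (adjusted p 0.11), but it was called with normexp and loess, with centring, on the a arrays alone and without embryo replicate 2. In adults neither miR-135a (adjusted p 0.099) nor miR-124-6 (adjusted p 0.090) was called. Adjusted over all probes tested, both passed the threshold as lower (limma adjusted p 0.043 and 0.038). Their infected channel was not well above background on any adult array, and their ratios with normexp and loess were not past the threshold (adjusted p 0.16 and 0.21). No fold is therefore given, and whether they fell in adults stays open. The control channel of miR-135a was well above background on 3 of the 6 embryo arrays and that of miR-128-2 on 4, so that the size of these differences is not exact. The differences with normexp and loess were -1.39 for miR-135a (adjusted p 0.021) and -2.82 for miR-128-2 (adjusted p 0.0010). Embryos and adults lay on different slides except for slide 2, which held the 3 b arrays and adult replicate 3. With slide as a block the difference rests on slide 2 alone, and so on 1 adult array. No probe passed the adjusted threshold then, and 26 had an unadjusted p under 0.05. All 10 probes had a difference of the same sign with the block as without, while the median SE of the difference rose from 0.24 to 0.48. With normexp and loess 45 probes differed (16 higher and 29 lower in adults), 9 of the 10 among them, and miR-124-6 did not (-0.28, adjusted p 0.080). There were 2, 4 and 7 calls without embryo replicates 1, 2 and 3, all among the 10. Without adult replicates 1, 2 and 3 there were 6, 5 and 3, of which 5, 4 and 3 were among the 10.

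**Figure D3:**
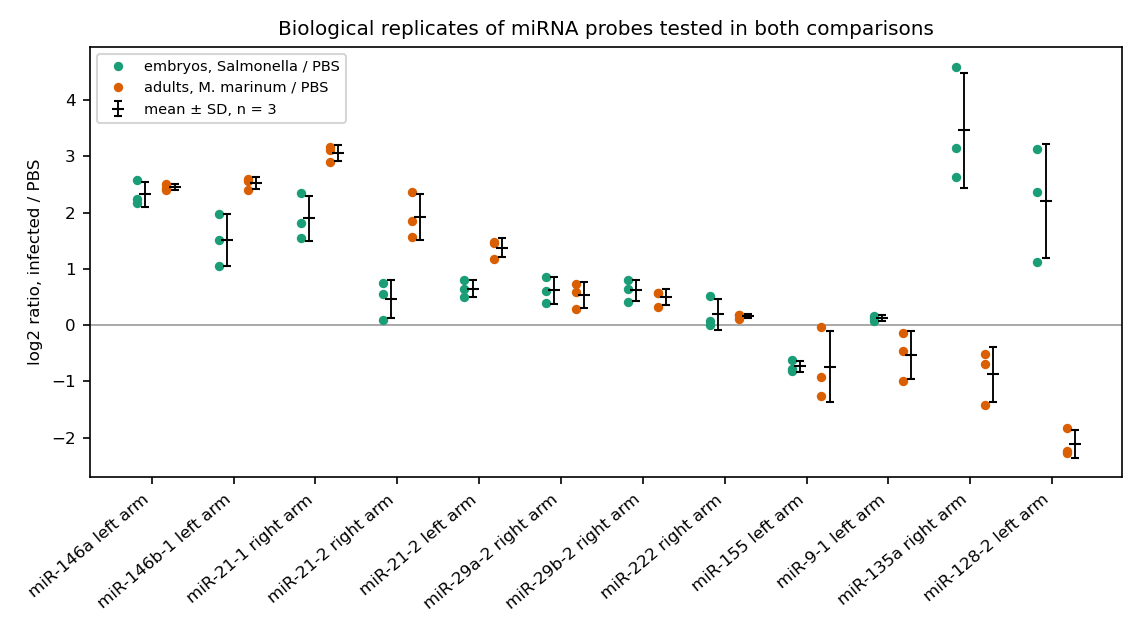
Log2 ratio (infected over PBS) of 12 known miRNA probes in each of 3 biological replicates of embryos and adults as points, with the mean ± SD (n = 3) beside them. The left arm of miR-146a lies between 2.17 and 2.58 in all 6 replicates, while the right arm of miR-135a and the left arm of miR-128-2 lie above 0 in embryos and below 0 in adults.

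None of the other miRNAs on the list taken from the study was called, apart from 2 let-7 probes. Both arms of miR-222, which served the study as a reference, had ratios from -0.13 to 0.20 in embryos and adults, with limma adjusted p values from 0.48 to 0.67. Known probes for miR-9, miR-122, miR-132, miR-155, miR-194a and miR-194b were not called in either group where tested. The adult ratios of the left arms of miR-194a and miR-194b passed the threshold as lower with normexp and loess, at -0.35 and -0.46. For the left arm of miR-155 the ratio was -0.73 ± 0.10 in embryos (SD, n = 3, limma adjusted p 0.11), with -0.11 on the a arrays and -1.35 on the b arrays, and -0.74 ± 0.63 in adults (SD, n = 3, adjusted p 0.19). miR-147 was not analysed here. The 18 let-7 probes tested in embryos had a median log2 ratio of 0.12 (14 higher, none called), but the median of the same 18 was 0.53 on the a arrays and -0.31 on the b arrays. The 30 tested in adults had a median of -0.03 (12 higher, 18 lower), which became 0.07 with each array centred on its median, and 2 of them were called, both right arms and both higher. Centring raised the median of all known probes tested in embryos from 0.05 to 0.18, while in adults it moved from -0.08 to 0.01.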

Values the study reported

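In infected embryos the study reported differential expression of probes for 15 annotated miRNAs, 8 of them raised and 7 reduced. In infected adults it reported 57 such miRNAs, 37 raised and 20 reduced. Among probes for predicted hairpins it counted 235 raised and 687 reduced in adults, and 27 raised and 37 reduced in embryos. Its threshold for these counts was a 1.5-fold change together with a limit on the P of its error model. It named miR-146b, miR-146a, both strands of miR-21, and miR-29b with miR-29a as raised under both conditions, and it used miR-222 as a reference that did not change. By TaqMan assay it reported miR-146a and miR-146b as induced in infected embryos and in infected adults.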

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

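The tests of slide, dye bias and other bound RNA in this part were chosen after the results were seen. The tests of duplicate spots and of other splits of the replicates were set before their results were seen.

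A difference between adults and embryos was found in 10 known miRNA probes. Among the miRNAs covered by the naming rule these were the right arm of miR-135a (adult minus embryo log2 ratio -4.33), the left arm of miR-128-2 (-4.31), and the right arms of miR-146b-1 (1.52), miR-21-2 (1.45) and miR-21-1 (1.16). Among the 10 splits of the 6 biological replicates into 3 and 3, only the real one (1) gave as many calls, and a design of this size cannot exclude chance. Slide and group are largely confounded. Within slide 2 alone, a comparison of 3 embryo arrays with 1 adult array assumed to vary like them, 0 probes passed the adjusted threshold in limma, with 31 at an unadjusted p under 0.05. With slide as a block 0 passed either, with 26 at an unadjusted p under 0.05, but this is no separate check, since it gives the same differences within slide 2 for all 10 probes and only takes the spread from all arrays. For the 8 called probes other than miR-135a and miR-128-2, all 8 had the same sign within slide 2. The differences of all 10 within that slide were beyond the SD between the 3 embryo arrays on it, but they rest on 1 adult array, and the arrays of that slide had also entered the calls. Slide, tissue and age, and the infecting bacterium therefore cannot be told apart.

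Positive ratios of the right arm of miR-135a and the left arm of miR-128-2 were found in 3 of 3 embryo replicates and negative ones in 3 of 3 adults. A dye bias equal on all arrays would give a difference near 0, while the smaller of the pair of differences was -4.31, and with normexp and loess both still differed (-1.39 and -2.82, limma adjusted p 0.021 and 0.0010). Slide 2 alone gave adult minus embryo differences of -3.96 for miR-135a and -3.87 for miR-128-2, beyond the SD of 1.30 and 1.20 between the 3 embryo arrays on it. As for the other 8 probes this rests on 1 adult array. The same differences, tested with slide as a block, did not pass the threshold (limma adjusted p 0.20 for both), so that slide stays open. The duplicate spots of the pair of probes differed by at most 1.39 on any embryo array, less than the mean ratios of 3.46 and 2.20, which argues against a single bad spot. Also open is RNA other than the named miRNA binding these probes. Of the other 8 probes tested in embryos for the miR-135 and miR-128 families, 0 were called higher in limma, with ratios from -0.24 to 0.30, and this also would be seen if only these arms rose. Part of the signal may therefore come from other small RNA in the infected embryos, with bacterial RNA as an untested candidate, or from a change specific to embryos. In adults the infected channel of miR-135a was well above background on 0 of the 3 arrays, and in embryos its control channel on 3 of the 6, so that the size of its difference is not exact. With normexp and loess the embryo ratios were 1.20 for miR-135a and 1.01 for miR-128-2, so that their size depends on the background correction.

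In 3 of 26 values compared over the 6 embryo arrays, 1 array lay far from the others, where about 1.3 would be expected by chance. For the right arm of miR-181c the ratio was -1.92 on the b array of replicate 2, against -0.29 to 0.61 on the others. For miR-222 (right arm) it was 0.98 on the a array of replicate 1, against -0.03 to 0.19 on the others. For miR-29a-2 (right arm) it was -0.14 on the b array of replicate 1, against 0.61 to 0.96 on the others. A single bad spot would make the duplicate spots differ by more than the gap to the nearest array. Their difference was at most 0.817 times the gap, which argues against it. The other array of the same extracts was at -0.01, 0.04 and 0.91, so that these departures belong to single arrays, and no biological explanation was tested.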

How the results depend on the processing

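The slide block for adults, the comparison within slide 2 alone and the adjustment over all probes for the difference between groups were chosen after seeing the data, and all other alternatives before. With the series matrix in place of the scanner files and with flagged spots kept, the 6 counts of calls stayed within 1.5 times and the rho between groups moved by less than its SD of 0.08. A minimum change of 1.5-fold moved none of the 4 counts of calls it was tried on by over 1.5 times.

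The number of known miRNA probes called in embryos (3) became 58 with normexp and loess (36 higher, 22 lower), 42 with an intensity trend and robust prior, 18 with the thresholds of the methods (10 higher, 8 lower), 11 with each array centred, 8 on the a arrays alone, 7 with the replicate as a random effect, 7 in one fit of both groups, and 1 adjusted over all probes. The 3 calls were kept in each of these but the last. It was 0 on the b arrays alone (limma, 74 at an unadjusted p under 0.05) and with no filter on dim probes (100 at an unadjusted p under 0.05). With both channels above background on all arrays it was 3 again, but none of the same probes, because those calls fail that filter. They were the left arms of miR-146b-1 and miR-21-1 (adjusted p 0.017 each) and miR-21-2 (0.034), all called in adults too (two-sided Fisher's exact p 1.62e-05 for 3 shared). Leaving out a replicate gave 0 to 6, with 0 without replicate 1 (19 at an unadjusted p under 0.05) or 3 (49). The 1 predicted probe called in embryos became 30 with normexp and loess (26 higher, 4 lower), 53 with centring (47 higher, 6 lower), 0 with no filter (limma, 628 at an unadjusted p under 0.05), 2 with both channels above background, 0 on the a (123) or the b arrays (359) alone, 11 with the random effect, 40 in one fit, 48 with the trend, 94 with the thresholds of the methods, and 0 to 74 without a replicate. It was 0 without replicate 1 (224 at an unadjusted p under 0.05) or 3 (482).

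In adults the 37 known calls became 24 with no filter, 71 adjusted over all probes, 67 in one fit, 61 with the trend, 62 with the thresholds of the methods, and 14 with slide as a fixed block. All 14 were among the 37. Leaving out a replicate gave 8 to 31. The 964 predicted calls became 121 with no filter and 595 with both channels above background (293 higher, 302 lower), and 483 to 1168 without a replicate (483 without replicate 3, 526 without replicate 2). Centring moved the share of higher calls from 23.1% to 33.8% (351 higher, 688 lower), and both channels above background moved it to 49.2%. A random block of slide for adults was not run, because it could not be estimated from 3 arrays with 1 pair on a slide.

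Probes called in both comparisons (2) became 11 with normexp and loess, 5 with centring, 0 with no filter, 0 on the b arrays alone, 1 adjusted over all probes, 8 with the thresholds of the methods, and 0 to 3 without a replicate. The difference between adults and embryos (10) became 45 with normexp and loess, 28 adjusted over all probes, 34 with no filter, 1 with both channels above background (fewer probes tested, 196), 4 on the a arrays alone (all among the 10), 10 on the b arrays alone (8 higher, 2 lower, 4 of them among the 10), 0 with slide as a block (26 at an unadjusted p under 0.05), which rests on the same slide 2 differences as the 0 within slide 2 alone (31), and 2 to 7 without a replicate. The replicate block gave 9 calls, 8 of them shared. Replicate numbers do not pair embryos with adults, since the deviations of same-numbered replicates correlated at -0.03, -0.10 and -0.06. The rho of 0.24 became 0.116 with no filter, 0.0868 with both channels above background and 0.0933 on the b arrays alone, and 0.197 to 0.287 without a replicate. Except where fewer samples or probes are named, the cause was not tested.

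The 53 values of single probes, 18 of them called, were recomputed in 495 cases. None reversed as a call, 38 lost and 20 gained a call, and 27 uncalled values moved by over 1 SD. In the other 410 the call stayed. In 124 of these a called probe stayed called, but its value moved by over 1 SD in 16, as with normexp and loess for miR-146a in embryos (2.33 to 0.98) and for the left arm of miR-223 in adults (3.88 to 1.91). When the signs of single replicates were flipped, only the real pattern (1 of 4) gave as many calls, for each of the 4 counts of calls against 0. That cannot exclude chance in a design of this size. Signal over background limits the rest: in embryos the 3 called miRNA probes had a control channel above background on 3 or 4 of the 6 arrays.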

Other observations

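Chosen only after the results were seen were the test of dim probes for the grouping by slide, the tests of normalization, distinct sequences, probes near background, probe class and the control channel for the predicted hairpins, the counts over hairpins with an arm called lower and with normexp and loess, and the test of the miR-146b hairpin. The other tests in this part were set before their results were seen.

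The counts set side by side below differ in threshold, with limma adjusted p values here and a fold change with an error-model P in the study. For known miRNAs they also differ in unit, since probes are counted here and annotated miRNAs in the study. The number of known miRNA probes called in embryos here was 3. That is lower than the value quoted from the study above. All 3 were higher, and none was lower. Both are lower than the values quoted from the study above. In adults 37 known miRNA probes were called here. That is lower than the value quoted from the study above. Of these, 21 were higher. That is lower than the value quoted from the study above. Of the predicted hairpin probes, 1 was called in embryos, and it was lower. Both directions gave fewer calls than the values quoted from the study above. In adults 741 predicted hairpin probes were lower and 223 were higher. The first is somewhat above and the second somewhat below the values quoted from the study above. With means weighted by the deposited error of each ratio and the thresholds of the methods, calls fell on 16 miRNA arms in embryos and 54 in adults. These counts rest on the error of measurement alone, not on the spread between replicates.

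The grouping of embryo arrays by slide has several possible sources. The mean Spearman rho of arrays on the same slide was 0.49 and that of the a and b arrays of the same extracts 0.08. When all ratios were remade by normexp and loess, the first exceeded the second by 0.111, and among the 222 known probes above background in both channels on all 6 arrays the excess was 0.165. The ranges of the pairs overlap in both cases, so that the processing of each slide and dim probes may account for much of the grouping, but neither can be shown to account for all of it. A probe bias of slide 2 would also be seen in the adult array on it. Across 357 known probes the b minus a difference correlated at 0.242 with adult replicate 3 (slide 2) minus the other adults, and at -0.02 and -0.18 for adult replicates 1 and 2 (slide 3) taken the same way. With normexp and loess that rho was 0.04 for adult replicate 3 and 0.10 for adult replicate 1. A bias tied to slide 2 or to the software version used for it is consistent with the first of these values and not seen after the ratios were remade, and version and slide cannot be told apart. Swapped extracts stay open. The labelled pairing of a with b arrays ranked 5 of 6 by the mean correlation of deviations from the slide means, but all 6 lay between -0.05 and 0.10.

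Lower calls outnumbered higher ones among predicted hairpins in adults, and 23.1% of the calls were higher. Several explanations are argued against as the whole cause. With normexp and loess 25.3% were higher, and over distinct sequences 23.7%. By quartiles of GC content the highest share was 28.3%. Weak signal may contribute, since the dimmest quartile of the probes had 20 higher and 300 lower calls. It is argued against as the whole cause, because in the brightest quartile 33.3% of the calls were higher (74 higher, 148 lower). A bias of predicted probes as a class would put most of them below 0 on every array. On the 3 embryo arrays of slide 1 this share was 42.2% to 47.5%, but it was 66.2% to 81.9% on those of slide 2 and 52.9% to 57.0% on the adult arrays, so that such a bias on some slides stays open. So does a dye bias of single probes, which would carry over to embryos. Probes lower in adults were lower in embryos 3.91 percentage points more often than the other predicted probes (73.9% against 70.0%), while of the probes higher in adults 57.1% were lower in embryos, and rho across the 1555 predicted probes tested in both was 0.10. With both channels above background on all arrays 49.2% were higher, but that filter also removes probes whose signal truly fell, and cannot decide. The control channel had more spots above background than the infected channel on all 3 adult arrays. On slide 2 this excess was 10.4 percentage points larger for the adult array than for any embryo array. A weaker labelling of infected adult RNA and a true fall of many small RNAs may both give this, and the design, with no dye swap, cannot separate them.

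In adults the dimmer arm of a hairpin rose more than the brighter arm in 13 of the 14 hairpins with an arm called higher, by a median of 0.83 (exact binomial two-sided p 0.0018, with the hairpins chosen by their calls). Examples are miR-21-1 (3.06 against 1.42), miR-223 (3.88 against 1.86) and let-7d-1 (1.83 against -0.11). The exception was miR-146b-1 (1.39 against 2.52). A candidate explanation is ratios compressed at bright spots or noisier at dim ones. Among the 147 hairpins with no called arm, the dimmer arm had the ratio larger in size in 64.6%, as this explanation needs. The mirror pattern goes with it too: of the 11 hairpins with an arm called lower, the dimmer arm had the lower ratio in 10, by a median of -1.12 (exact binomial two-sided p 0.012, again with hairpins chosen by their calls), the exception being miR-730. The pattern depends on the background correction. When the ratios were remade by normexp and loess, the dimmer arm had the higher ratio in 8 of the same 14 hairpins (exact binomial two-sided p 0.79) and the lower ratio in 8 of the 11 (p 0.23), and the share among the 147 was 40.1%. In miR-146a the order turned round (0.75 for the dimmer right arm against 2.41), while miR-21-1 kept it (2.52 against 1.42). Among the 147 hairpins with no called arm the dimmer arm had the higher ratio in 86, by a median of 0.10. With normexp and loess it did in 89, by a median of 0.07 (exact binomial two-sided p 0.013). This lean toward higher ratios of dimmer arms was small, and its cause was not tested. Several of the hairpins are copies of the same miRNA and so are not independent. All binomial p values in this paragraph may therefore be too small. In the hairpins with an arm called higher the pattern was not kept with normexp and loess. The offset added there to both channels itself pulls the ratios of dim arms toward 0, so that this comparison cannot decide. A rise of star arms in general was not shown.

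The left arms of miR-146a and miR-146b-1 rose together in adults, and their targets match at 19 of 22 positions, so that miR-146a may bind the miR-146b probe. The miR-146b-1 right arm, which matches the nearer miR-146a probe at 13 of 22 positions, was called in adults at 1.39. That call was lost with no filter on dim probes, without adult replicate 2 (1.54) and without replicate 3 (1.35), where the ratio stayed close. A rise of this arm would show that RNA of this hairpin rose in adults but not how much of the left-arm signal is its own. In embryos the same arm was at -0.13 while the left arm was at 1.51, and there binding of miR-146a to the array probe stays open. The study also measured miR-146b by a TaqMan assay, and reported it as induced in infected embryos and adults. In that assay the miR-146a morpholinos of the study did not affect miR-146b.

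Of 75 sequences carried by more than 1 known probe tested in adults, 3 had some but not all of their probes called, the left arm of miR-217-1 and the right arms of miR-724 and miR-430b. In all 3 the probes spanned less than the SD between replicates taken over the probes of the sequence. For miR-217-1 and miR-724 the span was 0.04, as noise between spots near the threshold would give. For miR-430b the span of 0.42 was below the SD over its 8 probes (0.52). It was above the SDs of its 2 called probes (0.25 and 0.20), so that noise cannot be told there. The median span over the 75 was 0.03, against a median SD between replicates of 0.17.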
